# Placental growth factor modulates endothelial NO production and exacerbates experimental hepatopulmonary syndrome

**DOI:** 10.1016/j.jhepr.2024.101297

**Published:** 2024-12-10

**Authors:** Fabien Robert, Feriel Benchenouf, My Ngoc Ha, Alessandra Cuomo, Mina Ottaviani, Maxime Surbier, Raphaël Thuillet, Corinne Normand, Florent Dumont, Céline Verstuyft, Frederic Fiore, Frederic Guinut, Marc Humbert, Audrey Coilly, Emmanuel Gonzales, Olivier Sitbon, Ly Tu, Christophe Guignabert, Laurent Savale

**Keywords:** Liver cirrhosis, Portal hypertension, Pulmonary endothelial dysfunction, Partial portal vein ligation, Common bile duct ligation, Intrapulmonary vascular dilations, Hypoxemia, VEGF

## Abstract

**Background & Aims:**

Hepatopulmonary syndrome (HPS) results from portal hypertension, with or without cirrhosis, and is marked by pulmonary vascular dilations leading to severe hypoxemia. Although placental growth factor (PlGF) is important for vascular growth and endothelial function, its role in HPS is unclear. This study investigated the involvement of PlGF in experimental models of HPS and in patients.

**Methods:**

Circulating PlGF levels were measured in 64 controls and 137 patients with liver disease, with or without HPS. Two rat models, common bile duct ligation (CBDL) and long-term partial portal vein ligation (PPVL), were used. *Plgf*-knockout (*Plgf*^*–*/–^) rats were generated using CRISPR-Cas9. Lung RNA-sequencing analysis was performed in the CBDL model. The effects of PlGF on endothelial nitric oxide synthase (eNOS) activity in human pulmonary microvascular endothelial cells were also investigated.

**Results:**

Circulating PlGF levels were significantly higher in patients with cirrhosis compared with healthy controls (29.4 ± 1.2 *vs.* 20.2 ± 0.8 pg/ml, *p* <0.0001), but no difference were found between patients with and without HPS. PlGF levels were not elevated in patients with extrahepatic portal hypertension. In *Plgf*^–/–^ rats, there was a protective effect against CBDL-induced HPS, whereas PPVL-induced HPS severity remained unchanged. RNA sequencing coupled with ingenuity pathway analysis identified significant interactions between PlGF and pulmonary eNOS activity. Following CBDL, *Plgf*^–/–^ rats showed decreased pulmonary eNOS activity and reduced circulating nitric oxide metabolites. *In vitro*, PlGF stimulation enhanced eNOS activity in human pulmonary microvascular endothelial cells, whereas PlGF knockdown led to a decrease.

**Conclusions:**

These findings indicate that PlGF aggravates cirrhosis-induced HPS through modulation of pulmonary eNOS activity, and is not involved in HPS from extrahepatic portal hypertension.

**Impact and implications:**

This study identified PlGF as a significant contributor to the exacerbation of HPS associated with cirrhosis, through its regulation of pulmonary nitric oxide production. Our findings demonstrated that PlGF deficiency mitigates the severity of both cirrhosis and HPS in the CBDL model, highlighting its potential as a therapeutic target in cirrhosis-induced HPS. Notably, this protective effect was absent in the PPVL model, which induces HPS associated with portal hypertension without cirrhosis. These results open avenues for novel pharmacological interventions aiming to improve outcomes for patients with cirrhosis-induced HPS.

## Highlights

• Increased circulating PlGF levels are associated with worsened hypoxemia in patients with cirrhosis-associated HPS.
• PlGF directly regulates endothelial NO production.
• PlGF deficiency protects against cirrhosis-associated HPS.
• PlGF does not contribute to HPS induced by portal hypertension in the absence of cirrhosis.

## Introduction

Hepatopulmonary syndrome (HPS) poses a significant challenge in chronic liver diseases, marked by liver dysfunction, intrapulmonary vascular dilatations (IPVDs) and arterial hypoxemia.^1^ HPS notably impacts the quality of life and survival of patients, making it of crucial clinical concern.[2], [3], [4], [5] Although commonly associated with cirrhosis, HPS can also occur independently, particularly in cases of extrahepatic portal hypertension or congenital portosystemic shunts.^1^^,^^6^^,^^7^ This heterogeneity highlights the complex interplay between the portal and pulmonary circulatory systems, suggesting multifaceted pathophysiological mechanisms driving HPS.

Unfortunately, the cellular and molecular mechanisms underlying the onset and progression of HPS remain poorly understood, contributing to the lack of curative treatments. As a result, liver transplantation remains the only effective therapeutic option.^8^ Placental growth factor (PlGF) has a role in regulating vascular tone,[9], [10], [11], [12], [13], [14] angiogenesis,[15], [16], [17], [18], [19] and inflammatory processes[20], [21], [22] in various pathological contexts. This member of the vascular endothelial growth factor (VEGF) family is abundantly expressed in conditions affecting the liver and lungs.[22], [23], [24], [25] Blocking PlGF with antibodies has been shown to reduce IPVDs and hypoxemia in cirrhotic mice with HPS by modulating pulmonary inflammation and angiogenesis.^22^

However, despite this promising evidence, it remains unclear whether PlGF can serve as a true therapeutic target in HPS. Most studies have focused on the common bile duct ligation (CBDL) model and patients with cirrhosis. There is a lack of data on the involvement of PlGF in patients with portal hypertension without cirrhosis, or in the partial portal vein ligation (PPVL) model of HPS associated with extrahepatic portal hypertension. Given the ubiquitous nature of portal hypertension in chronic liver diseases, irrespective of cirrhosis, understanding its role in the pathogenesis of HPS is crucial. Exploring the dynamics of PlGF across various hepatic contexts is also essential for developing effective targeted therapeutic strategies.

To bridge this gap, our study investigated PlGF expression in patients across different contexts of portal hypertension, both with or without cirrhosis, and its association with HPS. In addition, we examined the role of PlGF in the development of HPS using two complementary experimental models: the cirrhosis-related CBDL model^26^ and the long-term PPVL model, which induces portal hypertension without cirrhosis.^27^ By analyzing PlGF levels across these distinct hepatic conditions, we investigated its specific contributions to the pathophysiology of HPS. To gain further insight into the role of PlGF in pulmonary vascular dysfunction, we conducted *in vitro* studies using primary cultures of human pulmonary microvascular endothelial cells (PMECs).

## Material and methods

### Cohort data collection

This study was approved by the CPP Ile-de-France – VII ethics committee (approval number: CO 10-003) and conducted in accordance with the Declaration of Helsinki. All patients gave informed consent for data and sample collection. In total, 130 patients diagnosed with cirrhosis (with or without HPS) between 2017 and 2024 were included in this study. In addition, samples from seven patients with portal cavernoma without cirrhosis were also included. Patients with combined portopulmonary hypertension were excluded. Lastly, 64 control samples from healthy individuals were obtained through the Etablissement Français du Sang (EFS).

Cirrhosis was diagnosed based on clinical and laboratory findings or liver biopsy, with severity assessed using the Child-Pugh or Model for End-Stage Liver Disease (MELD) classifications. Portal hypertension was diagnosed using hemodynamic measurements or suggestive signs, such as esophageal varices, splenomegaly, thrombocytopenia, presence of portosystemic collaterals, ascites, and encephalopathy.

The diagnosis of HPS in patients with cirrhosis was confirmed by the presence of IPVDs, assessed using contrast-enhanced echocardiography, along with abnormal arterial oxygenation defined by an alveolar–arterial oxygen gradient (A-aO_2_) >15 mmHg (or >20 mmHg in patients >64-years old).^28^

Serum samples from healthy controls, patients with cirrhosis, or patients with portal cavernoma were stored at –80 °C. Circulating PlGF levels were quantified using the SimplePlex Ella™ microfluidic platform (Protein Simple) following the manufacturer’s instructions.

### Generation of *Plgf*-deficient rats

Gene knockout of *Plgf* (from the Ensembl browser [www.ensembl.org]: no. ENSRNOG00000005650) was achieved by deleting a 663-base pair (bp) sequence. 

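In NCBI RefSeq's annotation of the rat assembly GRCr8 the gene carries the symbol Pgf, with Plgf as a synonym, and is protein-coding. Its nearest protein-coding neighbours in that annotation are Rps6kl1 and Eif2b2. No coordinates are given, since that assembly is not the one the RNA-sequencing reads were mapped to. Among the 16626 genes measured in the lungs of the WT rats that underwent RNA sequencing, its mean level lay at percentile 19.4, with a mean log2 value of 7.07 over the 16 CBDL and Sham libraries.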

The suppressed region corresponded to the 5′-untranslated region (UTR), start codon, and Exon 1 of *Plgf* (Pgf-201 ENSRNOT00000007790.5 transcript) (Fig. S1). Two CRISPR guides were selected to induce the deletion: a single guide (sg)RNA (5′- TGCGGGGGTCACGCGCACTC) targeting the region located 56 bp before the 5′UTR and a sgRNA (5′- AGGATGCCCACATATTTCCC) targeting the region located 119 bp after Exon 1 of *Plgf*. Using CRISPR-Cas9 gene-editing technology, CRISPR guides and Cas9 mRNA were microinjected into RjHan:SD zygotes (RjHan:SD wild-type (WT) zygotes provided by Janvier Labs, Le Genest-Saint-Isle, France). The micro-injection mix comprised 15 ng/μl of Cas9 (mRNA) and 5 ng/μl of each sgRNA. The F0 founders (mosaics) were screened for the desired mutation using PCR and sequencing. These founders were then mated to RjHan:SD breeders to segregate the targeted allele. The N1 progeny were identified using PCR and sequencing. The international designation for this edited rat lineage is RjHan:SD-Pgfem1Ciphe/Rj.

### *In vivo* experimental design

All animal care and procedures were approved by the French Animal Experimentation Ethics Committees (permit number: Apafis #23045). Male *Plgf*-deficient rats or their WT littermates (8-weeks old; Janvier Labs) underwent CBDL and PPVL surgery as previously described.^26^^,^^27^^,^^29^^,^^30^ Analyses were performed 4 weeks post CBDL and 10 weeks post PPVL, because we previously demonstrated that HPS develops after these time points.^27^ Age-matched Sham-operated control animals were also included for comparison.

### Arterial oxygenation and intrapulmonary vascular dilations measurements in rats

#### Arterial blood gas analysis

Rats were anesthetized with 2% inhaled isoflurane in ambient air, and their body temperature was maintained at 37 °C. A tracheotomy was performed, and ventilation was adjusted using a Small Animal Ventilator (Harvard Apparatus, Holliston, MA, USA) to maintain the partial pressure of arterial carbon dioxide (PaCO_2_) between 35 and 45 mmHg. Within 5 min of anesthesia induction, arterial blood samples were collected from the left carotid artery, and the partial pressure of arterial oxygen (PaO_2_) was measured using the epoc® blood analysis system (Siemens Healthineers, Courbevoie, France). The A-aPO_2_ was then calculated.

#### Contrast-enhanced echocardiography

A microbubble-based contrast agent was injected into each rat through a jugular vein catheter. The microbubbles (ranging from 10 μm to 40 μm) were larger than the average diameter of the pulmonary capillaries. The presence of microbubbles in the left ventricle after five cardiac cycles following injection indicated the presence of IPVDs. The signal was calculated by the difference in decibels (ΔdB) before and after injection in both the right and left ventricles. The signal ratio between the left and right ventricles was calculated to assess the severity of IPVDs. Detection was performed using the Vevo® 3100 LT echocardiography system (FUJIFILM VisualSonics Inc., Paris, France).

#### Systemic fluorescent microspheres dissemination

A total of 7 × 10^6^ orange fluorescent microspheres (8 μm in diameter, Phosphorex) were injected into each rat through a jugular vein catheter. Under normal physiological conditions, the pulmonary capillaries trap the fluorescent microspheres, whereas the presence of IPVDs facilitates their dissemination into the systemic circulation. One minute after injection, the kidney was removed, and the number of fluorescent microspheres in the kidney was quantified using flow cytometry with the Accuri™ C6 instrument (BD Biosciences, Le Pont de Claix, France) as previously described.^27^

### Liver function assessment

Portal vein venous flow was measured using hepatic Doppler ultrasound with the Vevo® 3100 LT echocardiography system (FUJIFILM VisualSonics Inc.) on anesthetized rats. Spleen and liver weights were recorded, and 5-μm liver sections were analyzed following Picro-Sirius Red staining. Blood samples were tested for common liver enzymes at the Service de Biologie Médicale (Marie-Lannelongue hospital, Le Plessis-Robinson, France).

### Circulating PlGF levels, complete blood cell count, and nitrite/nitrate analysis in animal samples

Serum PlGF levels were quantified using an ELISA kit (E-CL-R0520, ElabScience, Houston, Texas, 77079, USA) following the manufacturer’s instructions. Total white blood cell, neutrophil, lymphocyte, and monocytes counts were measured in blood samples using Element HT5 (HESKA distributed by Altorf, France). Nitrite and nitrate levels were quantified in serum samples using a colorimetric Nitrite/Nitrate Assay kit (23479, Sigma-Aldrich, Saint-Quentin-Fallavier Cedex, France) following the manufacturer’s instructions.

### RNA extraction and transcriptomic analysis

RNA extraction from lung biopsies was performed using the RNeasy® Mini Kit (QIAGEN, Courtaboeuf, France) following the manufacturer's protocol. A total of 250 ng of RNA was used for next-generation sequencing (NGS) library preparation using the Illumina Stranded mRNA Prep kit following the manufacturer’s instructions. Data analysis was performed using R and RStudio software. Reads were independently mapped to the *Rattus norvegicus* genome mRatBN7.2 using the Rsubread package.^31^ Genes were considered significantly upregulated with a fold-change >1.5, and downregulated with a fold-change <1.5, all with *p* <0.05. My pathway tool from Ingenuity pathway analysis (IPA) QIAGEN (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) was used to map all known direct and indirect interactions of PlGF with downstream targets or gene sets according to the IPA database. The previously generated dataset was overlaid onto this network. All raw and processed data have been submitted to the GEO NCBI database under accession number GSE278353.

### *In vitro* experimental design

Human PMECs were isolated and cultured as previously described,^32^ and used for early passages. Experiments were conducted in a serum-depleted medium (0.5% fetal calf serum). To analyze the effect of exogenous PlGF on human PMECs, synchronized cells were stimulated for 30 min or 24 h with the vehicle (PBS) or recombinant PlGF (Catalog 264-PGB, Bio-Techne, Minneapolis, MN, USA) at concentrations of 50 or 200 ng/ml. To suppress PlGF expression, synchronized cells were transfected using lipofectamine RNAiMAX with 100 nM of PlGF short interfering (si)RNA (HSS143278, Thermo Fisher Scientic, Villebon-sur-Yvette, France) or with a scrambled sequence, and the cells were studied within 1 day after transfection.

### Western blot and real-time quantitative PCR (RT-qPCR)

Protein extracts from cells and tissues were analyzed for NOS3 (1:500, catalog number 610297, BD Biosciences), p-NOS3 (1:100, catalog number sc-81510, Santa Cruz distributed by CliniSciences, Nanterre - France), and β-actin (1:5,000, catalog number A3854, Sigma-Aldrich). *Plgf* mRNA expression levels were measured by RT-qPCR as previously described.^27^

### Statistical analyses

Categorical variables are expressed as numbers (n) and relative frequencies (%), whereas continuous variables are expressed as mean ± SEM. Normality was assessed with the Shapiro-Wilk test. Circulating PlGF levels among healthy controls, patients with cirrhosis and patients with extrahepatic portal hypertension were compared using a one-way ANOVA followed by a Tukey post hoc test. We then evaluated whether circulating PlGF levels were influenced by the severity of cirrhosis by comparing patients based on their Child-Pugh or MELD scores using an unpaired *t* test. To assess the association between PlGF levels and HPS in patients with cirrhosis, a multivariate logistic regression was performed, after adjustment for liver disease severity assessed by Child-Pugh or MELD scores. Finally, Pearson's correlation coefficient was used to examine the correlation between PlGF levels and the severity of hypoxemia (A-aO_2_) in patients with cirrhosis with HPS.

We hypothesized that PlGF levels may be dysregulated in HPS experimental models and that deleting *Plgf* could mitigate HPS severity. In animal models, we compared continuous variables in Sham, CBDL, and PPVL rats (both WT and *Plgf*-deficient rats) using a one-way ANOVA followed by a Tukey post hoc test.

For *in vitro* experiments with human PMECs, we evaluated the effects of two doses of recombinant PlGF stimulation using a one-way repeated measures ANOVA. We assessed the impact of siRNA-mediated inhibition of PlGF using a paired *t* test.

Statistical analyses were conducted using GraphPad Prism version 10.0.0 for Windows (GraphPad Software), except for the logistic regression, which was performed using IBM SPSS Statistics, version 29 (IBM, Paris, France). Results with *p* <0.05 were considered statistically significant.

## Results

### Elevated PlGF levels correlate with hypoxemia in patients with cirrhosis with HPS

Patient demographics, etiologies, and liver disease severity are detailed in Table 1, with healthy subjects serving as controls. Circulating serum PlGF levels were significantly higher in patients with cirrhosis compared with healthy controls (29.4 ± 1.2 *vs.* 20.2 ± 0.8 pg/ml, *p* <0.0001) (Fig. 1A). Notably, circulating PlGF levels were elevated in patients with cirrhosis, irrespective of the stage of liver disease. There was no significant difference in PlGF levels between patients with Child-Pugh class A cirrhosis and those with Child-Pugh class B or C cirrhosis (30.3 ± 2.3 pg/ml *vs.* 29.0 ± 1.4 pg/ml, respectively) (Fig. 1B). In addition, in patients with Child-Pugh A cirrhosis, those with clinically significant portal hypertension with esophageal varices or portosystemic collaterals did not exhibit differences in PlGF levels compared with patients without these clinical features (30.9 ± 3.3 *vs.* 29.6 ± 3.1 pg/ml, respectively). Stratifying patients with cirrhosis by MELD score yielded similar results, because PlGF levels did not differ significantly between those with MELD scores <15 and those with scores ≥15 (27.6 ± 1.6 *vs.* 30.8 ± 1.7 pg/ml, respectively). By contrast, patients with portal cavernoma who exhibited no signs of cirrhosis had PlGF levels comparable with those of healthy controls (18.7 ± 1.4 *vs.* 20.2 ± 0.8 pg/ml respectively) (Fig. 1A).

**Table 1:** Demographics and clinical characteristics of control subjects, patients with cirrhosis, and patients with portal cavernoma.

Characteristic	Control	Cirrhosis	Portal cavernoma
Total sample size, n	64	130	7
Age, year, mean ± SEM	44.6 ± 1.6	54.1 ± 1.6	24.9 ± 9.0
Sex, female subjects, n (%)	28 (44)	37 (28)	2 (29)
Child-Pugh			
Class A, n (%)	–	43 (33)	–
Class B or C, n (%)	–	87 (67)	–
MELD score, mean ± SEM	–	15.9 ± 0.6	–
Etiology of cirrhosis, n (%)∗			
Advanced liver disease	–	78 (60)	–
Non-alcoholic fatty liver disease	–	30 (23)	–
Viral hepatitis	–	18 (14)	–
Biliary atresia	–	12 (9)	–
Cryptogenic cirrhosis	–	6 (5)	–
Other†	–	11 (8)	–
HPS, n (%)	–	19 (15)	3 (42)
Presence of ascites, n (%)	–	69 (53)	0 (0)
Presence of varices, n (%)	–	88 (67)	5 (71)
History of variceal bleeding, n (%)	–	15 (11)	4 (57)
History of encephalopathy, n (%)	–	32 (25)	0 (0)

∗ Patients with cirrhosis might have more than one etiology.

† Others include: primary biliary cirrhosis (n = 3), Wilson’s disease (n = 2), chronic granulomatous disease (n = 1), type 1 autoimmune hepatitis (n = 1), haemochromatosis (n = 1), ischemic cholangitis (n = 1), sclerosing cholangitis (n = 1) and Klatskin tumor (n = 1). HPS, hepatopulmonary syndrome; MELD, model for end-stage liver disease.

**Fig. 1:**
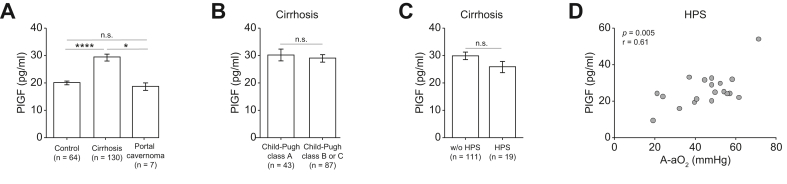
PlGF levels in humans. (A) Circulating PlGF levels in healthy control subjects, patients with cirrhosis, and patients with portal cavernoma. (B) Among patients with cirrhosis, circulating PlGF levels according to the Child-Pugh class. (C). Among patients with cirrhosis, circulating PlGF levels in patients without and with HPS. (D) Among patients with HPS, correlation between circulating PlGF levels and A-aO_2_ assessed by Pearson correlation. Data are mean ± SEM; comparisons were made using one-way ANOVA followed by the Tukey test or by unpaired *t* test. n.s., not significant (*p* >0.05); ∗*p* <0.05, ∗∗∗∗*p* <0.0001. A-aO_2_, alveolar–arterial oxygen gradient; HPS, hepatopulmonary syndrome; PIGF, placental growth factor.

Among the 130 patients with cirrhosis, 19 were diagnosed with HPS. There was no significant difference in PlGF levels between patients with cirrhosis with HPS and those without pulmonary vascular disorder (Fig. 1C). There was no association between serum PlGF levels and the presence of HPS, as assessed by a logistic regression model adjusted for liver disease severity using either the Child-Pugh score (Odds ratio [OR] 0.960; 95% CI 0.908–1.016,) or the MELD score (OR 0.978; 95% CI 0.930–1.028). However, in patients with HPS, Pearson analysis revealed a significant correlation between elevated circulating PlGF levels and increased A-aO_2_ (r = 0.61, *p* = 0.005) (Fig. 1D).

### PlGF deficiency mitigates CBDL-induced HPS but not PPVL-induced HPS

To investigate the role of PlGF in the development of HPS, we generated *Plgf*^–/–^ rats using CRISPR-Cas9 technology by deleting a 663-bp sequence in *Plgf*. These *Plgf*^–/–^ rats were viable and fertile, and did not exhibit any noticeable abnormalities. We then performed CBDL, PPVL, or Sham surgery on these rats (Fig. 2A).

**Fig. 2:**
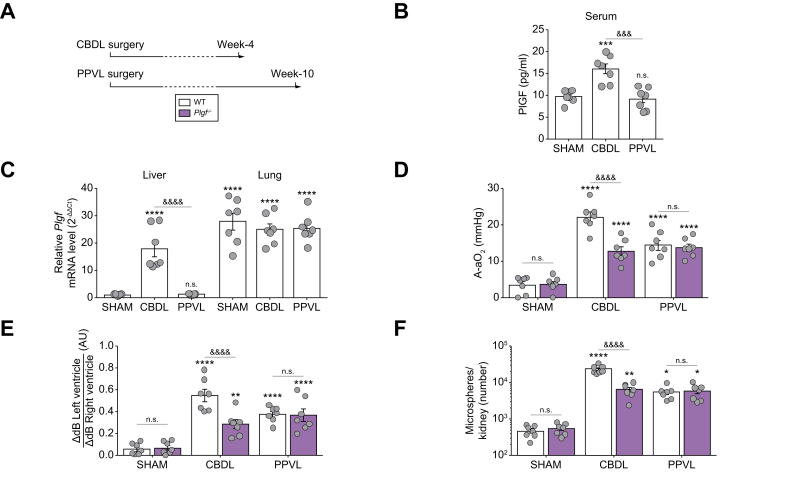
HPS development in *Plgf*^*–/–*^ rats after CBDL and PPVL surgery. (A) Experimental procedures. (B) Circulating PlGF levels in serum determined using ELISA. (C) Detection of *Plgf* mRNA levels in liver and lung using RT-qPCR. (D) A-aO_2_ in arterial blood. (E) Quantification of contrast-enhanced transthoracic echocardiogram: ratio of the difference in acoustic signal between baseline and after injection in the left ventricle to the right ventricle. (F) Quantification of total microspheres in one kidney by fluorescence-activated cell sorting after jugular vein injection. Data are mean ± SEM; comparisons were made using one-way ANOVA followed by the Tukey test: n.s., not significant (*p* >0.05); ∗*p* <0.05, ∗∗*p* <0.01, ∗∗∗*p* <0.001, ∗∗∗∗*p* <0.0001, *vs.* Sham WT group; ^&&&^*p* <0.001, ^&&&&^*p* <0.0001 *vs.* WT CBDL. A-aO_2_, alveolar–arterial oxygen gradient; CBDL, common bile duct ligation; HPS, hepatopulmonary syndrome; PIGF, placental growth factor; PPVL, partial portal vein ligation; real-time quantitative PCR (RT-qPCR); WT, wild-type.

Circulating PlGF levels and tissue expression were assessed using ELISA for the serum and RT-qPCR analysis for lungs and liver tissues from Sham, CBDL, and PPVL rats (both WT and *Plgf*^–/–^ rats). Under basal conditions (Sham-operated rats), *Plgf* mRNA levels were higher in lung tissues compared with liver tissues. In WT rats, following CBDL surgery, circulating PlGF levels significantly increased, along with hepatic *Plgf* mRNA levels compared with Sham rats, indicating enhanced hepatic production in cirrhotic rats (Fig. 2B,C). However, no changes in lung *Plgf* mRNA levels were observed after CBDL surgery. Following PPVL surgery, circulating PlGF levels, as well as hepatic and pulmonary *Plgf* mRNA levels, were similar to those in Sham-operated rats (Fig. 2B,C). As expected, in *Plgf-*deficient rats, *Plgf* mRNA was undetectable in both lungs and liver across all surgical groups.

The development of HPS was evaluated in each model. In Sham-operated rats (both WT and *Plgf*^–/–^ rats), no IPVDs were observed via contrast-enhanced echocardiography or systemic fluorescent microspheres analysis following jugular vein injection. In addition, arterial blood gas analysis showed no evidence of hypoxemia (Fig. 2D–F).

Following CBDL surgery, *Plgf*^–/–^ rats were partially protected from experimental HPS development, as evidenced by a less significant increase in A-aO_2_ and fewer detected IPVDs compared with their WT littermates (Fig. 2D–F). However, after PPVL surgery, both *Plgf*^–/–^ rats and their WT littermates developed IPVDs and hypoxemia, with no significant difference in severity between the groups (Fig. 2D–F).

### PlGF deficiency attenuates severity of biliary cirrhosis and portal hypertension after CBDL surgery

The development of HPS results from biliary cirrhosis in CBDL rats and from extrahepatic portal hypertension in PPVL rats. We explored surrogate indicators of portal hypertension using hepatic Doppler ultrasound and found that portal venous flow decreased following CBDL surgery. However, *Plgf*^–/–^ rats exhibited a trend towards a less pronounced reduction in portal venous flow compared with WT rats (Fig. 3A). In addition, cirrhotic *Plgf*^–/–^ rats had a less severe increase in liver and spleen weight (Fig. 3B). Following PPVL surgery, the reduction in portal venous flow was similar between *Plgf*^–/–^ rats and their WT littermates, with both groups showing comparable levels of splenomegaly and no hepatomegaly (Fig. 3A,B).

**Fig. 3:**
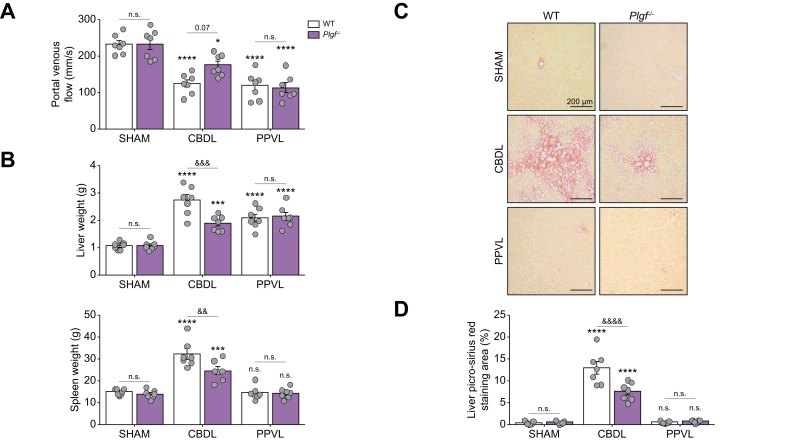
Portal hypertension and cirrhosis development in *Plgf*^*–/–*^ rats after CBDL and PPVL surgery. (A) Quantification of portal venous flow by liver Doppler ultrasound. (B) Spleen and liver weight. (C) Picro-Sirius Red staining of liver sections. (D) Quantification of liver fibrotic area by measuring the percentage of Picro-Sirius Red staining. Data are mean ± SEM; Comparisons were made using one-way ANOVA followed by the Tukey test: n.s., not significant (*p* >0.05); ∗*p* <0.05, ∗∗∗*p* <0.001, ∗∗∗∗*p* <0.0001 *vs.* Sham WT group; ^&&^*p* <0.01, ^&&&^*p* <0.001, ^&&&&^*p* <0.0001 *vs.* WT CBDL. CBDL, common bile duct ligation; PIGF, placental growth factor; PPVL, partial portal vein ligation; real-time quantitative PCR (RT-qPCR); WT, wild-type.

We also investigated liver dysfunction and cirrhosis severity in each model. Interestingly, PlGF deficiency reduced the severity of collagen deposition following cirrhosis induction, as shown by a decrease in the area of Picro-Sirius Red staining in liver sections (Fig. 3C,D). Consistent with these findings, cirrhotic *Plgf*^–/–^ rats had lower levels of aspartate aminotransferase (AST), alanine aminotransferase (ALT), alkaline phosphatase (ALP), and gamma glutamyl transpeptidase (GGT) compared with cirrhotic WT rats (Table 2). Moreover, leukocytosis, commonly observed post CBDL, was less severe in *Plgf*^–/–^ rats, with reduced total white blood cells, neutrophils, lymphocytes, and monocytes compared with their WT littermates (Table 2). Given that cirrhosis and leukocytosis did not develop following PPVL surgery, no differences in these parameters were observed between groups.

**Table 2:** Liver biochemistry and complete blood cell count in *Plgf*-deficient rats following surgeries.

Measurements	Surgery type					
	Sham		CBDL		PPVL	
	WT	*Plgf*^*–/–*^	WT	*Plgf*^*–/–*^	WT	*Plgf*^*–/–*^
**Liver biochemistry**						
AST (IU/L)	88.1 ± 4.7	77.4 ± 4.2	257.0 ± 19.2^‡^	181.0 ± 12.3^‡,#^	84.6 ± 4.7	78.0 ± 7.2
ALT (IU/L)	36.1 ± 1.7	39.1 ± 2.0	80.9 ± 7.6^‡^	53.7 ± 3.4∗^,#^	48.3 ± 3.3	45.7 ± 3.5
ALP (IU/L)	174.9 ± 9.5	188.6 ± 12.4	352.4 ± 31.9^†^	261.3 ± 10.1∗^,§^	179.4 ± 17.6	186.3 ± 9.1
GGT (IU/L)	6.4 ± 0.5	6.6 ± 0.7	35.0 ± 5.2^†^	18.1 ± 2.0∗^,#^	6.6 ± 0.4	6.9 ± 0.5

**Blood cell count**						
White blood cells (10^3^/μl)	9.9 ± 0.7	7.0 ± 0.6	34.3 ± 4.2^‡^	23.4 ± 2.0^†,§^	9.6 ± 0.6	6.5 ± 0.4
Neutrophils (10^3^/μl)	0.9 ± 0.1	0.5 ± 0.1	9.9 ± 1.0^‡^	6.2 ± 0.6^‡,¶^	1.0 ± 0.2	0.6 ± 0.1
Lymphocytes (10^3^/μl)	8.2 ± 0.4	6.8 ± 0.4	19.5 ± 2.2^‡^	11.7 ± 0.8^#^	8.1 ± 0.4	5.7 ± 0.4
Monocytes (10^3^/μl)	0.5 ± 0.1	0.3 ± 0.1	6.9 ± 0.7^‡^	3.2 ± 0.5^‡,¶^	0.6 ± 0.1	0.2 ± 0.1

Data are mean ± SEM; one-way ANOVA test: ∗*p* <0.05, ^†^*p* <0.001, ^‡^*p* <0.0001, versus SHAM group; ^§^*p* <0.01, ^#^*p* <0.001, ^¶^*p* <0.0001 CBDL *Plgf*^*–/–*^*vs*. CBDL WT group. AST, aspartate aminotransferase; ALT, alanine aminotransferase; ALP, alkaline phosphatase; CBDL, common bile duct ligation; GGT, gamma glutamyl transpeptidase; PlGF, placental growth factor; PPVL, partial portal vein ligation; WT, wild-type.

### PlGF-mediated regulation of pulmonary transcriptome in cirrhosis-associated HPS

Following CBDL surgery, PlGF appears to have a significant role in the development of both cirrhosis and HPS. However, in the PPVL model, PlGF does not appear to have a role in the development of portal hypertension or the severity of HPS. Given the increased hepatic production of PlGF in experimental cirrhosis, we explored the molecular pathways through which this overproduction modulates lung pathophysiology in CBDL rats.

To do so, we performed RNA-sequencing analysis on lung tissue from a new surgical series that included six CBDL and 10 SHAM WT rats. This analysis identified 16,626 differentially expressed genes, of which 2,382 were highly significant (*p* <0.05, fold change >1.5).

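The lung libraries comprised 6 from CBDL rats and 10 from Sham rats, as many libraries as the paper gives rats. CBDL, the ligation of the common bile duct, gives biliary cirrhosis and is the model of HPS here, and Sham rats had the operation without the ligation. The submitters' labels place all 6 CBDL libraries and 6 Sham libraries in batch B1 and the other 4 Sham libraries in batch B2, without saying what the batch stands for. The paper names the Illumina Stranded mRNA Prep kit for these libraries, and the labels name a stranded total RNA kit with polyA RNA as the molecule. Reads were mapped by the authors to the rat genome mRatBN7.2 with Rsubread, and the submitters' processing notes also name featureCounts, edgeR and limma. The deposited table holds 16626 genes by their Ensembl identifier, each with 1 log2 value per library. These values have nearly the same distribution in all 16 libraries, with a median of 9.7 in each, as after quantile normalization. The total number of reads per library is not kept by such values, so the depth behind each library is unknown. Tied low values give a rough view of it, because a shallower library has more genes on its few lowest values. The lowest 30 distinct values of a library held 1493 to 2156 genes in the CBDL group (median 1913.5), 1506 to 2449 in Sham rats of batch B1 (median 1758) and 1634 to 2052 in Sham rats of batch B2 (median 1859). Neither CBDL against Sham of batch B1 (two-sided exact permutation test, p = 0.903) nor the Sham rats of both batches (p = 0.943 from the same exact test) differed detectably in this number, with an adjusted p of 0.943 for each of the 2 comparisons. The genes at the very lowest value of a library numbered 2 to 27 in CBDL, 5 to 24 in Sham of batch B1 and 18 to 36 in Sham of batch B2. In this second number, which was not tested, 3 of the 4 libraries of batch B2 lay above the range of Sham of batch B1. The batches can therefore not be taken as alike in depth. Each gene was then compared between CBDL and Sham with limma on the deposited log2 values, with the batch as a term in the model. The CBDL effect is thereby estimated within batch B1, since batch B2 holds no CBDL rat, and batch B2 adds to the estimate of the spread between animals. CBDL library 1 correlated less with its own group than the other CBDL libraries did, with a mean Pearson's r across genes of 0.946 against 0.970 to 0.974.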

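The lungs of CBDL rats differed from those of Sham rats in 4711 of 16626 genes at an adjusted p under 0.05 from limma. Of these, 2129 were higher and 2582 were lower in CBDL. The same fit called 4656 genes between Sham rats of batch B2 and batch B1, which all had the Sham operation. A count of this size is therefore not particular to the ligation. Between CBDL and Sham, the rises were larger than the falls. Among the higher genes 56.5% rose by more than 1.5-fold, 672 by more than 2-fold and 181 by more than 4-fold. Among the lower genes 26.8% fell by more than 1.5-fold, 134 by more than 2-fold and 7 by more than 4-fold. The median log2 fold change was 0.69 among the higher genes and -0.41 among the lower ones. The paper's thresholds are a p under 0.05 and a fold change over 1.5, and its p is taken here as unadjusted because no adjustment is named. At these thresholds 1322 genes were higher and 1038 were lower, 2360 in all. In 933 genes every CBDL rat lay above every Sham rat of both batches, and in 532 genes every CBDL rat lay below them. Within batch B1 alone these counts were 1197 and 854, where chance separates 1 in 924 genes in a given direction, or 18.0 genes of this table. The files do not pair the identifiers with gene names, so single genes are given by identifier. ENSRNOG00000034230 had a log2 level of 15.75 ± 0.26 (SD, n = 6) in CBDL rats, 6.76 ± 0.57 (SD, n = 6) in Sham rats of batch B1 and 7.08 ± 0.92 (SD, n = 4) in those of batch B2. Its log2 fold change of 8.99 (standard error 0.30, adjusted p = 1.44e-12 from limma) was the largest among the higher genes that also had at least the median level of all genes and no overlap between the groups. ENSRNOG00000017063 followed, at 13.87 ± 0.34 (SD, n = 6) in CBDL and 8.58 ± 0.25 (SD, n = 6) in Sham of batch B1, a log2 fold change of 5.29 (standard error 0.15, adjusted p = 1.29e-13 from limma). ENSRNOG00000009173, the first of the lower genes by the same criteria, stood at 11.28 ± 0.31 (SD, n = 6) in CBDL and 13.31 ± 0.19 (SD, n = 6) in Sham of batch B1, a log2 fold change of -2.03 (standard error 0.16, adjusted p = 4.85e-08 from limma). ENSRNOG00000031785, the next by the same criteria, varied more between CBDL rats, from 7.34 to 9.73. Sham rats ranged from 10.01 to 11.15, with no overlap, as those criteria require. Its log2 fold change was -1.93 (standard error 0.33, adjusted p = 0.00028 from limma). Over the 12469 genes at or above the 25th percentile of the mean level, 804 genes were higher and 606 were lower at the paper's thresholds. Over all 16626 genes, an adjusted p under 0.05 in place of the unadjusted one left 1202 higher and 691 lower genes with a fold change over 1.5. Without CBDL library 1 and Sham libraries 4, 5 and 11, which share high levels of a set of genes and were set aside after the values were seen, 1687 genes were higher and 1691 were lower at an adjusted p under 0.05. Against the 4 Sham rats of batch B2 only, a comparison also added after the values were seen in which batch and surgery cannot be told apart, 3306 genes were higher and 3997 were lower at an adjusted p under 0.05, and 1855 were higher and 1982 lower at the paper's thresholds.

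**Figure D1:**
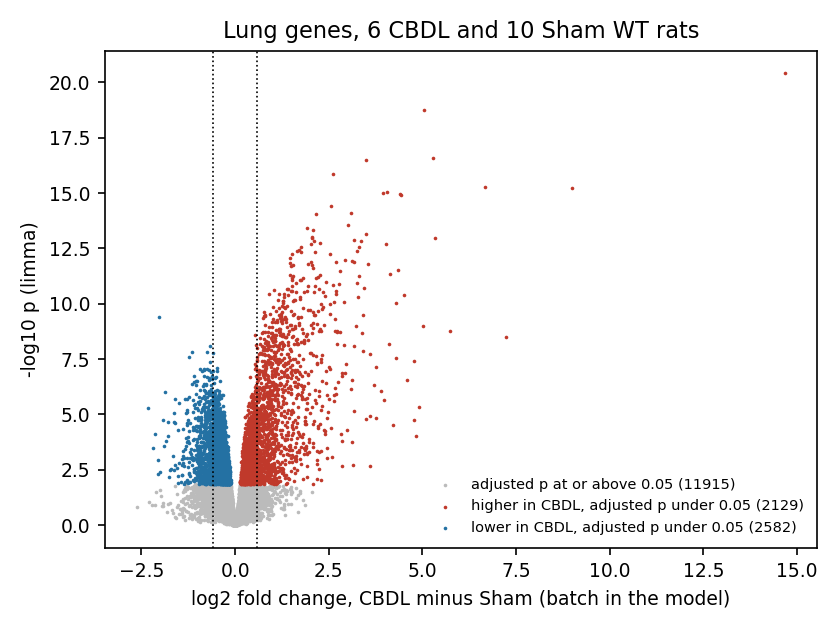
Log2 fold change of each gene in CBDL against Sham lungs (horizontal axis) and -log10 of its limma p (vertical axis), each point 1 gene, with dotted lines at a fold change of 1.5 in both directions. Of the 2129 higher genes 181 rose by more than 4-fold, and of the 2582 lower genes 7 fell by more than 4-fold. The point farthest to the right is a gene whose Sham values lie at or near the lowest of their library, so its position is a fitted value and not a measured fold.

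**Figure D2:**
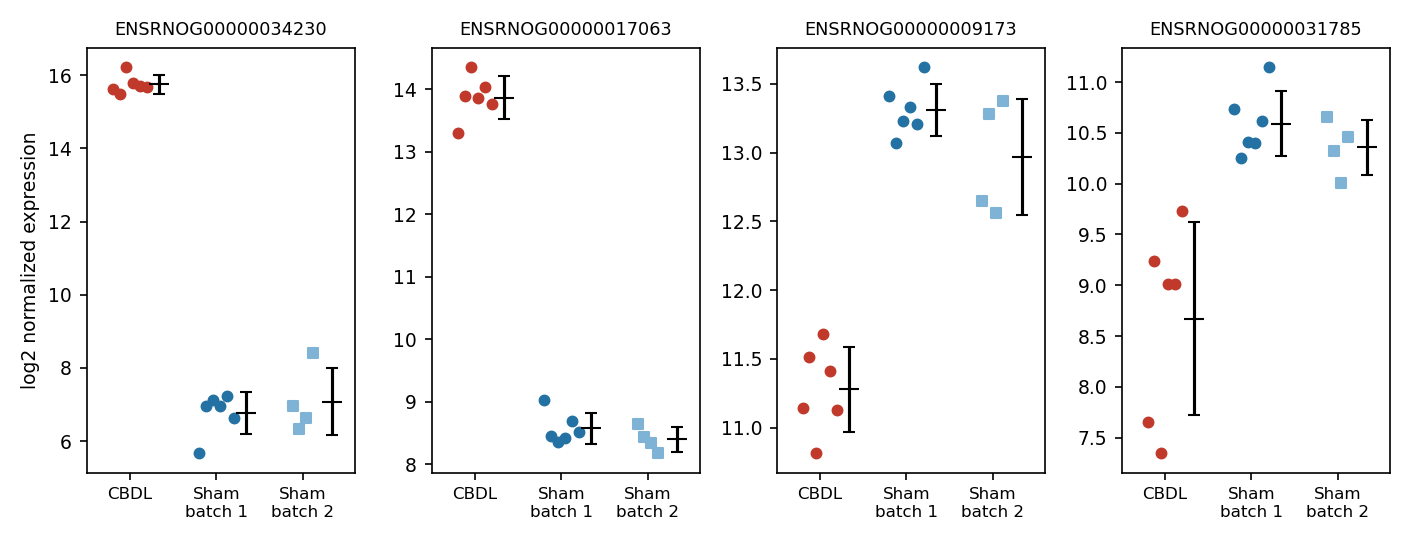
Log2 normalized expression of the 4 genes given by identifier, each point 1 rat, with the mean and SD of each group at its right and a separate vertical scale for each gene that does not start at 0. All 6 CBDL rats lie above the 10 Sham rats for ENSRNOG00000034230 and ENSRNOG00000017063, and below them for ENSRNOG00000009173 and ENSRNOG00000031785. The genes were picked for this lack of overlap, among other criteria.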

We investigated the interactions between PlGF and the pulmonary transcriptome of CBDL rats using Qiagen’s IPA. Leveraging the ‘My Pathway’ tool, we mapped all direct and indirect interactions downstream of PlGF and overlaid our dataset on the generated pathway. PlGF is predicted to modulate several molecules and canonical pathways in the lung (Fig. S2). 

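Among the genes of this network, the identifier in the table could be matched to a name only for Plgf itself (ENSRNOG00000005650), which the paper pairs with its identifier. The targets and pathways overlaid on the network therefore have no value of their own here. Plgf had a log2 level of 7.44 ± 0.59 (SD, n = 6) in the lungs of CBDL rats and 7.20 ± 0.40 (SD, n = 6) in Sham rats of batch B1, and these ranges overlapped. The log2 fold change between them was 0.24 (standard error 0.28, 95% confidence interval -0.35 to 0.83, adjusted p = 0.557 from limma), which did not pass the test. This value was 0.45 without CBDL library 1 (adjusted p = 0.163 from limma), 0.15 without CBDL library 2, 0.13 without CBDL library 8 and 0.14 without Sham library 5, none of which passed the test. It was 0.59 with no batch term (adjusted p = 0.134 from limma) and 0.43 with weighted libraries (adjusted p = 0.186). An exact permutation test of the 6 CBDL against the 6 Sham rats of batch B1 gave p = 0.426 (two-sided, adjusted p = 0.426 over 3 comparisons of Plgf). In Sham rats of batch B2 the level was 6.33 ± 0.56 (SD, n = 4), and with both batches of Sham rats pooled it was 6.85 ± 0.63 (SD, n = 10). Against this pooled group the exact permutation test gave p = 0.0863 (adjusted p = 0.129). Against the 4 Sham rats of batch B2 alone, where batch and surgery cannot be told apart, the log2 fold change was 1.11 (adjusted p = 0.018 from limma). Network and expression were joined in the paper by overlaying the CBDL genes on the known downstream targets of PlGF in the IPA database. From this overlay the paper proposes that PlGF modulates several molecules and pathways in the lung.

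**Figure D3:**
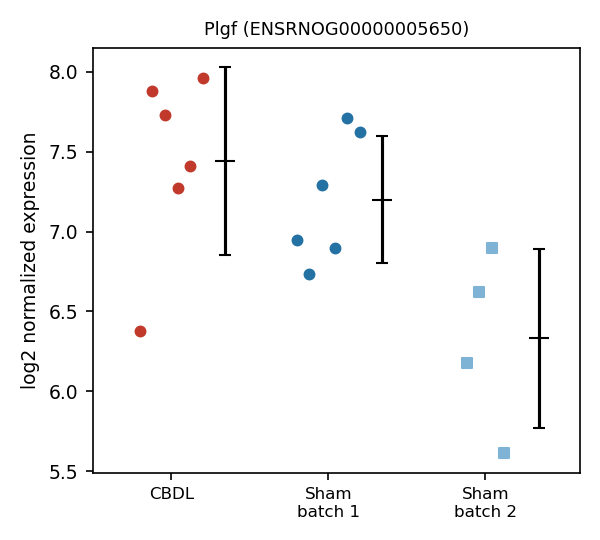
Log2 normalized expression of Plgf in the lung, each point 1 rat, with the mean and SD of each group at its right and a vertical axis that does not start at 0. CBDL rats range from 6.37 to 7.96, Sham rats of batch B1 from 6.73 to 7.71 and Sham rats of batch B2 from 5.61 to 6.90.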

Notably, our transcriptomic analysis indicated that PlGF was predicted to activate inflammatory and immunomodulatory cytokines, such as CCL4, CXCL8, TNF, CCL28, CCl2, IL6, and IL1B, as well as multiple canonical pathways involved in inflammation.

Interestingly, PlGF is also predicted to activate pathways involved in nitric oxide (NO) production, a key vasodilator with a role in the development of HPS, specifically the pathways identified as ‘eNOS signaling’ and ‘nitric oxide signaling in the cardiovascular system’.

### Modulation of pulmonary eNOS activity by PlGF abundance

To investigate the relationship between PlGF and pulmonary eNOS signaling in cirrhotic rats, we measured the levels of eNOS and its phosphorylated form (p-eNOS) at Serine 1177, which is known to activate NO production, in lung homogenates. Following CBDL surgery, we observed increased levels of both p-eNOS and total eNOS in WT rats. Interestingly, in *Plgf*^–/–^ rats, there was a significant decrease in the pulmonary levels of p-eNOS and eNOS, which were normalized compared with Sham WT rats (Fig. 4A). In addition, we examined the levels of NO metabolites (nitrite/nitrate) in the serum of rats following CBDL surgery. Whereas circulating nitrite/nitrate levels were elevated in cirrhotic WT rats, the increase was less significant in *Plgf*^–/–^ rats (Fig. 4B).

**Fig. 4:**
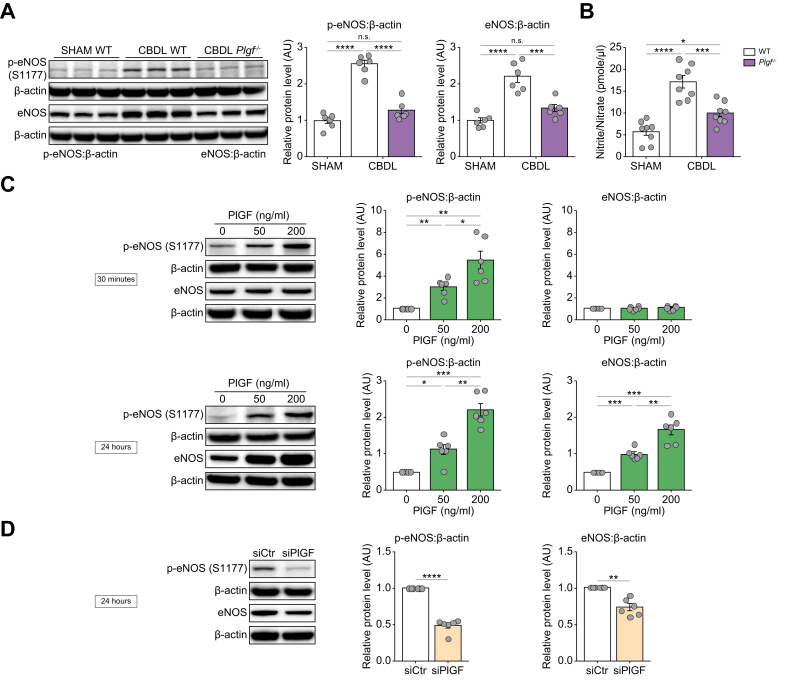
eNOS activity modulation by PlGF abundance in CBDL rats and in human PMECs. (A) eNOS and p-eNOS expression in WT and *Plgf*^–/–^ rats after CBDL surgery analyzed by western blot. (B) NO metabolites in WT and *Plgf*^–/–^ rats after CBDL surgery. (C) eNOS and p-eNOS expression after 30 min or 24 h of PlGF stimulation (0, 50, or 200 ng/ml). (D) eNOS and p-eNOS expression after transfection with siPlGF or scrambled sequence. Data are mean ± SEM; comparisons were made using one-way ANOVA followed by the Tukey test or by unpaired *t* test: n.s., not significant (*p* >0.05); ∗*p* <0.05, ∗∗*p* <0.01, ∗∗∗*p* <0.001, ∗∗∗∗*p* <0.0001. CBDL, common bile duct ligation; eNOS, endothelial nitric oxide synthase; NO, nitric oxide; p-eNOS, phosphorylated eNOS; PlGF, placental growth factor; PMECs, pulmonary microvascular endothelial cells; siPlGF, siRNA-mediated knockdown of PlGF; WT, wild-type.

To establish a direct link between PlGF and NO production, we performed *in vitro* experiments using primary cultures of human PMECs from six different lung specimens. Cells were stimulated with PlGF at concentrations of 50 ng/ml and 200 ng/ml, and the expression of eNOS and its phosphorylated form on Serine 1177 were analyzed. Interestingly, 30 min of stimulation induced strong phosphorylation of eNOS without altering its total form. However, after 24 h, both p-eNOS and total eNOS levels increased in PMECs (Fig. 4C). To investigate the impact of P1GF inhibition on eNOS activity, we conducted siRNA-mediated knockdown of PlGF (siPlGF) and examined eNOS activity 24 h after transfection. We confirmed the successful suppression by RT-qPCR with the absence of PlGF mRNA detection. The use of siPlGF treatment on PMECs significantly decreased both p-eNOS and eNOS levels (Fig. 4D).

## Discussion

Our study provides new insights into the role of PlGF in HPS associated with various types of liver disease, with or without cirrhosis. Consistent with prior reports, we observed significantly elevated PlGF levels in patients with cirrhosis.^33^^,^^34^ Notably, as previously demonstrated,^35^ PlGF levels were comparable between patients with cirrhosis with or without HPS. However, among patients with HPS, higher PlGF levels correlated with more severe hypoxemia. Interestingly, PlGF levels remained unchanged in patients with extrahepatic portal hypertension without cirrhosis, despite the potential for triggering HPS. These observations suggest that, although PlGF exacerbates cirrhosis-induced HPS, it does not directly initiate the condition.

These findings in humans align with those in our rodent studies. Biliary cirrhosis induced by CBDL in rats led to a marked overproduction of PlGF in the liver, resulting in increased circulating PlGF levels. Conversely, in the model of extrahepatic portal hypertension following PPVL surgery, in which we previously demonstrated the development of HPS,^27^ circulating PlGF levels, and hepatic and pulmonary PlGF expression remained unaltered.

The role of PlGF in HPS induced by CBDL in mice has been previously highlighted.^22^ The administration of anti-PlGF antibodies, both prophylactically and therapeutically, improved the pulmonary phenotype by reducing IPVDs and hypoxemia, attributed to a reduction in both angiogenesis and inflammation. Our findings using *Plgf*-deficient rats post CBDL echoed these results, showing protection against HPS development, albeit without completely reversing the condition. However, the severity of HPS in the long-term PPVL model was comparable between *Plgf-*deficient and WT rats, indicating that PlGF does not contribute to the development of HPS in the context of extrahepatic portal hypertension.

The exacerbation of cirrhosis-induced HPS by PlGF appears to mediated primarily through its modulation of inflammation, angiogenesis,^22^ and vascular tone. PlGF is a key circulating factor that regulates the secretion of inflammatory and immunomodulatory cytokines from various cell types.[20], [21], [22] Our transcriptomic study revealed the potential role of PlGF in pulmonary inflammation, a crucial component of the CBDL-induced HPS model. We found that PlGF activated inflammatory and immunomodulatory cytokines, such as CCL4, CXCL8, TNF, CCL28, CCL2, IL6, and IL1B, along with canonical pathways involved in inflammation. Moreover, PlGF was predicted to regulate NO production, a pivotal actor in vascular tone modulation, which is strongly implicated in HPS.[36], [37], [38], [39]

The effect of PlGF on systemic vascular tone is well documented, particularly in pre-eclampsia, where low circulating PlGF levels predict disease occurrence.^40^ PlGF administration has been shown to treat and reverse pre-eclampsia in experimental models. Numerous studies demonstrated a dose-dependent vasodilator effect of PlGF on systemic circulation.[9], [10], [11], [12], [13], [14] Interestingly, the systemic vasodilatory effect of PlGF involves NO, given that this effect is reversible with a NO synthase inhibitor.^9^^,^^13^ However, the role of PlGF in pulmonary NO synthesis and its impact on pulmonary vascular tone remained unexplored until now.

Our research revealed a dose-dependent activation of eNOS by PlGF in cultured human PMECs, with the opposite effect observed following siRNA-mediated knockdown of PlGF. *In vivo*, cirrhotic WT rats post CBDL surgery exhibited elevated pulmonary eNOS and its phosphorylated form, alongside increased circulating NO metabolites, all contributing to HPS development. By contrast, cirrhotic *Plgf*^–/–^ rats displayed normalized levels of pulmonary eNOS, phosphorylated eNOS, and NO metabolites, suggesting a direct role for PlGF in pulmonary NO production.

Finally, we cannot rule out that the beneficial effect of PlGF deficiency on the development of cirrhosis could influence the severity of HPS. Previous studies showed that PlGF inhibition improves cirrhosis severity and liver function across different models.[23], [24], [25] Our study similarly found that deleting *Plgf* in rats attenuated CBDL-induced cirrhosis severity, as evidenced by reduced portal hypertension, decreased collagen deposition, and improved liver function in *Plgf*-deficient rats. Finally, future studies are needed to determine the precise role of PlGF on liver cells, including liver sinusoidal endothelial cells.

In conclusion, our study highlights the complex role of PlGF in HPS, particularly in the context of cirrhosis. Whereas elevated circulating PlGF exacerbates cirrhosis-associated HPS severity through its effects on pulmonary vascular tone, inflammation, and angiogenesis, it does not directly trigger the condition. These findings deepen our understanding of the molecular mechanisms underlying HPS and suggest potential therapeutic strategies, particularly through modulation of PlGF activity in patients with cirrhosis. These discoveries offer promising opportunities for improving HPS management by elucidating the interactions between circulating factors and liver pathologies.

## Abbreviations

ΔdB, difference in decibels; A-aO_2_, alveolar–arterial oxygen gradient; ALP, alkaline phosphatase; ALT, alanine aminotransferase; AST, aspartate aminotransferase; CBDL, common bile duct ligation; eNOS, endothelial nitric oxide synthase; GGT, gamma glutamyl transpeptidase; HPS, hepatopulmonary syndrome; IPA, ingenuity pathway analysis; IPVDs, intrapulmonary vascular dilations; MELD, model for end-stage liver disease; NGS, next-generation sequencing; NO, nitric oxide; OR, odds ratio; p-eNOS. phosphorylated eNOS; PaCO_2_, partial pressure of arterial carbon dioxide; PaO_2_, partial pressure of arterial oxygen; PlGF, placental growth factor; PMECs, pulmonary microvascular endothelial cells; PPVL, partial portal vein ligation; RT-qPCR, real-time quantitative PCR; sgRNA, single guide RNA; siPlGF, siRNA-mediated knockdown of PlGF; siRNA, short interfering RNA; UTR, untranslated region; VEGF, vascular endothelial growth factor; WT, wild-type.

## Financial support

This work was supported by funding from the Fondation pour la Recherche Médicale (FRM) grants no. EQU202203014670 (Equipe FRM 2022), the Chancellerie des Universités de Paris (Legs Poix), and the INSERM (Contrat Interface). F.R. is a recipient of a PhD fellowship from the Fondation du Souffle (FdS). A.C. acknowledges funding received from the Heart Failure Association of the ESC in form of an HFA Basic and Translational Research Grant.

## Authors’ contributions

Conception and design: FR, LT, CG, LS. Analysis and interpretation: all authors. Drafting manuscript: FR, CG, LS. Generation of *Plgf*^–/–^ rats: FF, F.G.

## Conflicts of interest

Over the past 3 years, C.G. reports grants from Acceleron Pharma, a wholly owned subsidiary of Merck & Co., Inc., MSD, Corteria Pharmaceuticals, Structure therapeutics (ex ShouTi), Diagonal Therapeutics, and Gossamer, outside the submitted work. M.H. reports grants and personal fees from Acceleron, Aerovate, Altavant, AOP Orphan, Bayer, Chiesi, Ferrer, Janssen, Merck, MorphogenIX, and United Therapeutics, outside the submitted work. L.S. reports personal fees from Bayer, MSD, and Janssen, and grants from Acceleron, Janssen, MSD, outside the submitted work. All the other authors declare no conflict of interest regarding the publication of this article.

Please refer to the accompanying ICMJE disclosure forms for further details.

# Supplementary material for: Placental growth factor modulates endothelial NO production and exacerbates experimental hepatopulmonary syndrome
**Source:** JHEP Rep. 2024 Dec 10;7(3):101297. doi: 10.1016/j.jhepr.2024.101297
**Supplement:** Multimedia component 1

**Placental growth factor modulates endothelial NO production and
exacerbates experimental hepatopulmonary syndrome**

Fabien Robert, Feriel Benchenouf, My Ngoc Ha, Alessandra Cuomo, Mina Ottaviani,
Maxime Surbier, Raphaël Thuillet, Corinne Normand, Florent Dumont, Céline
Verstuyft, Frederic Fiore, Frederic Guinut, Marc Humbert, Audrey Coilly, Emmanuel
Gonzales, Olivier Sitbon, Ly Tu, Christophe Guignabert, Laurent Savale

Table of contents

Fig. S1.....2

Fig. S2.....3

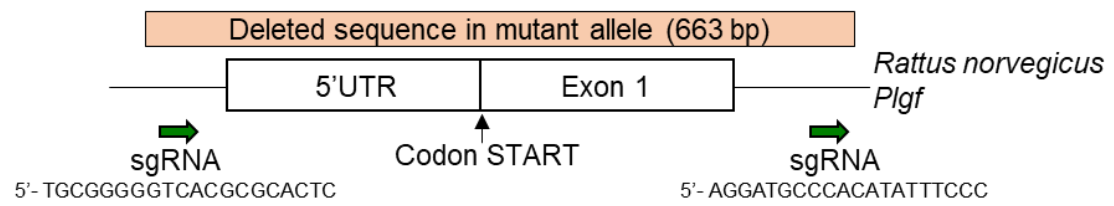

Fig. S1. Generation of the *Plgf*-deficient rat model.

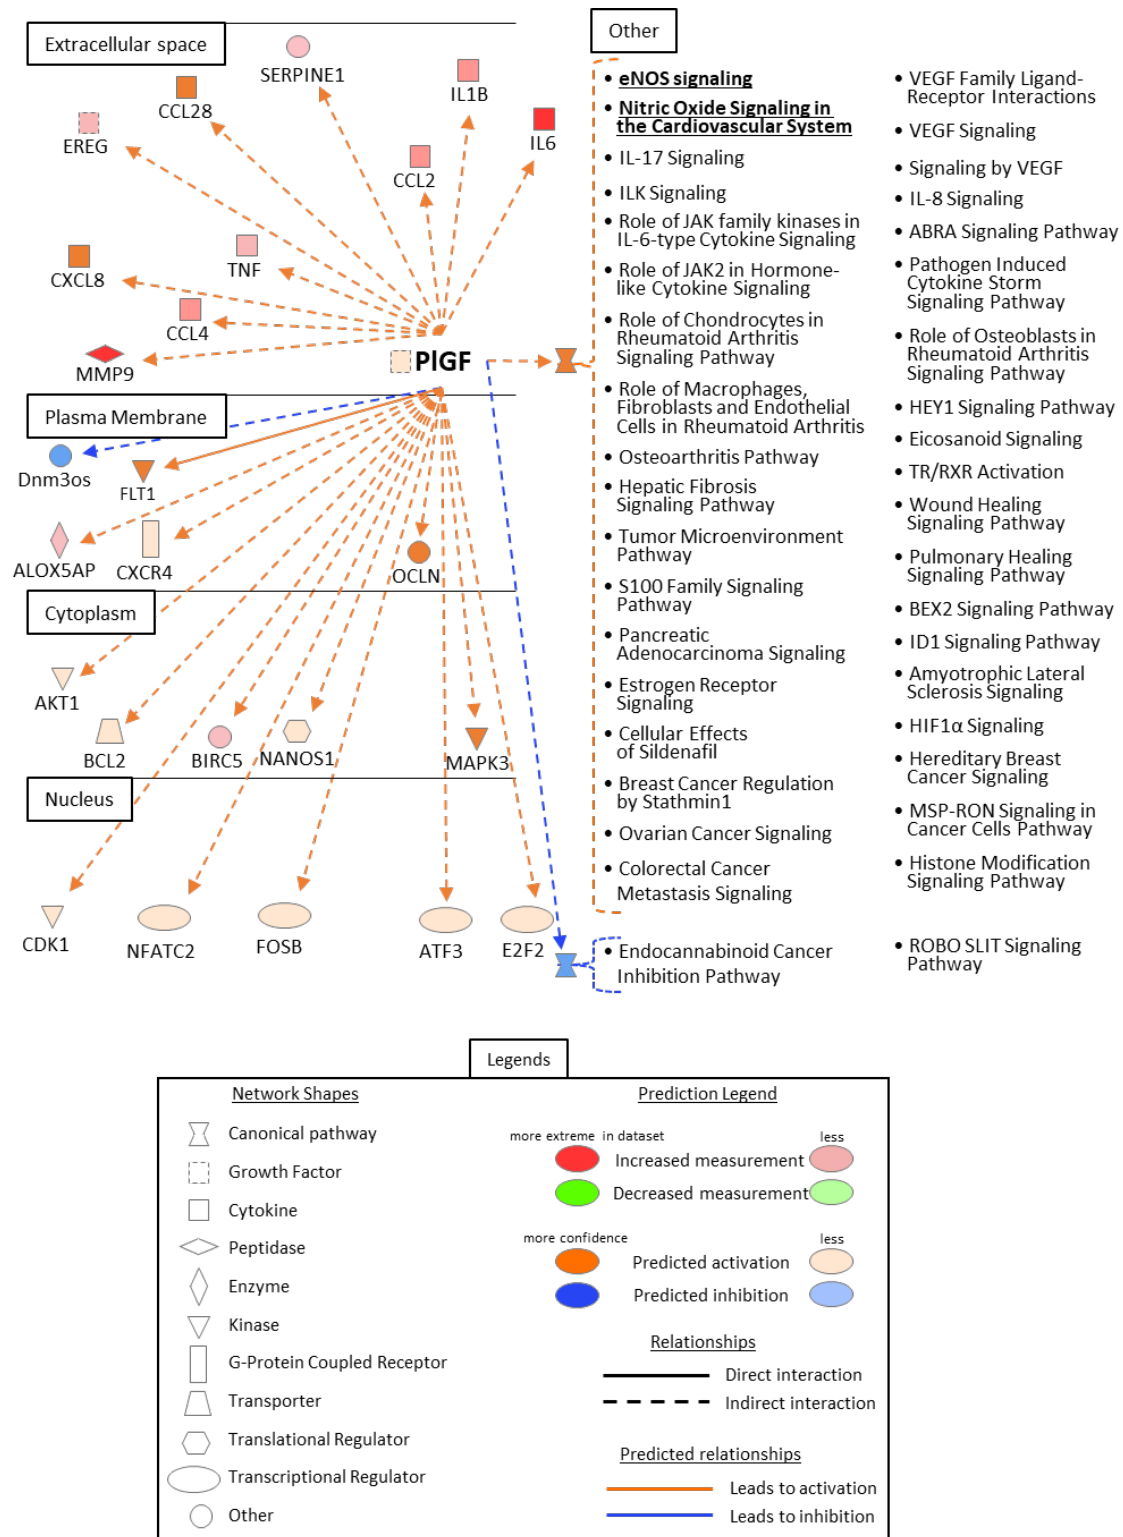

Fig. S2. Interaction between PlGF and the pulmonary transcriptome of CBDL rats using My Pathway analysis (IPA tool, QIAGEN). Cut-off: $p\text{-value} < 0.05$, $\text{fold-change} > |1.5|$. The predicted relationships are represented with either full-lined arrows for direct or dotted arrows for indirect interaction. The predicted relationships that lead to activation or inhibition of the downstream targets or gene sets are shown in orange and blue, respectively. Upregulated genes are represented in red and downregulated genes in green. Predicted activated or inhibited genes and gene sets are shown in orange and blue, respectively.

# Supplementary material for: Placental growth factor modulates endothelial NO production and exacerbates experimental hepatopulmonary syndrome
**Source:** JHEP Rep. 2024 Dec 10;7(3):101297. doi: 10.1016/j.jhepr.2024.101297
**Supplement:** Multimedia component 2

**JHEP Reports**

**CTAT methods**

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row
  1. **Antibodies**

| **Name** | **Supplier** | **Cat no.** | **Clone no.** |
| --- | --- | --- | --- |
| NOS3 | BD Biosciences | 610297 | 3/eNOS/NOS Type III |
| p-NOS3 | Santa Cruz Biotechnology | Sc-81510 | 15E2 |
| β-actin | Sigma-Aldrich | A3854 | AC-15 |

- 1. **Cell lines**

| **Name** | **Supplier** | **Passage no.** |
| --- | --- | --- |
| Primary human pulmonary microvascular endothelial cells | Our laboratory | <5 |

- 1. **Organisms**

| **Name** | **Supplier** | **Strain** | **Sex** | **Age** | **Overall n number** |
| --- | --- | --- | --- | --- | --- |
| Rats | Janvier Labs | Sprague- Dawley | Male | 8 weeks old | 58 |

- 1. **Sequence based reagents**

| **Name** | **Sequence ID** | **Supplier** |
| --- | --- | --- |
| PlGF siRNA | HSS143278 | Thermo Fisher Scientific |
| PlGF mRNA RT-qPCR | Rn00677739_m1 | Thermo Fisher Scientific |

- 1. **Biological samples**

| **Description** | **Source** |
| --- | --- |
| Patient serum | Hôpital Bicêtre  Hôpital Paul Brousse  Centre de Ressource Biologique Paris Saclay  Etablissement Français du Sang |

- 1. **Deposited data**

| **Name of repository** | **Identifier** |
| --- | --- |
| GEO NCBI database | GSE278353 |

- 1. **Software**

| **Software name** | **Manufacturer** | **Version** |
| --- | --- | --- |
| SPSS Statistics | IBM, SPSS Inc. | Version 29 |
| GraphPad Prism | GraphPad Software | Version 10.0.0 |
| R | The R Foundation for Statistical Computing | R version 4.3.2 (2023-10-31) |
| Rstudio software | Posit, PBC | 2024.4.2.764 |
| IPA | Qiagen IPA | Fall Release Q3 2024 |

- 1. **Other (*e.g*. drugs, proteins, vectors etc.)**

| **Name** | **Supplier** | **Cat no.** |
| --- | --- | --- |
| rHu PlGF | Bio-Techne | 264-PGB |

- 1. **Please provide the details of the corresponding methods author for the manuscript:**

| **Dr Ly TU ** |
| --- |

# Supplementary material for: Placental growth factor modulates endothelial NO production and exacerbates experimental hepatopulmonary syndrome
**Source:** JHEP Rep. 2024 Dec 10;7(3):101297. doi: 10.1016/j.jhepr.2024.101297
**Supplement:** Multimedia component 3

ICMJE DISCLOSURE FORM

Date: 10/10/2024

Your Name: Fabien Robert

Manuscript Title: Placental Growth Factor Modulates Endothelial Nitric Oxide Production and Exacerbates Experimental Hepatopulmonary Syndrome

Manuscript Number (if known): JHEPR-D-24-00705

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**									
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**Time frame: past 36 months**									
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**3**	Royalties or licenses	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; margin-top: 5px;"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; margin-top: 5px;"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; margin-top: 5px;"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 9/19/2024

Your Name: Feriel Benchenouf

Manuscript Title: Placental Growth Factor Modulates Endothelial Nitric Oxide Production and Exacerbates Experimental Hepatopulmonary Syndrome

Manuscript Number (if known): JHEPR-D-24-00705

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table> Click the tab key to add additional rows.						
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						
**3**	Royalties or licenses	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" data-bbox="386 258 1518 359"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" data-bbox="386 478 1518 579"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" data-bbox="386 693 1518 793"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 12/10/2024

Your Name: My Ngoc Ha

Manuscript Title: Placental Growth Factor Modulates Endothelial Nitric Oxide Production and Exacerbates Experimental Hepatopulmonary Syndrome

Manuscript Number (if known): JHEPR-D-24-00705

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**									
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**Time frame: past 36 months**									
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**3**	Royalties or licenses	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" data-bbox="386 258 1518 359"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" data-bbox="386 478 1518 579"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" data-bbox="386 693 1518 793"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 10/17/2024

Your Name: Alessandra Cuomo

Manuscript Title: Placental Growth Factor Modulates Endothelial Nitric Oxide Production and Exacerbates Experimental Hepatopulmonary Syndrome

Manuscript Number (if known): JHEPR-D-24-00705

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**									
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**Time frame: past 36 months**									
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**3**	Royalties or licenses	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 10/18/2024

Your Name: Mina Ottaviani

Manuscript Title: Placental Growth Factor Modulates Endothelial Nitric Oxide Production and Exacerbates Experimental Hepatopulmonary Syndrome

Manuscript Number (if known): JHEPR-D-24-00705

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**									
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**Time frame: past 36 months**									
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**3**	Royalties or licenses	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 10/17/2024

Your Name: Maxime Surbier

Manuscript Title: Placental Growth Factor Modulates Endothelial Nitric Oxide Production and Exacerbates Experimental Hepatopulmonary Syndrome

Manuscript Number (if known): JHEPR-D-24-00705

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**									
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**Time frame: past 36 months**									
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**3**	Royalties or licenses	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ None<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 10/18/2024

Your Name: Raphael Thuillet

Manuscript Title: Placental Growth Factor Modulates Endothelial Nitric Oxide Production and Exacerbates Experimental Hepatopulmonary Syndrome

Manuscript Number (if known): JHEPR-D-24-00705

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**									
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**Time frame: past 36 months**									
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**3**	Royalties or licenses	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse; margin-top: 5px;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

How the deposited data were processed for this re-analysis (not part of the article)

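Lung RNA of 6 CBDL and 10 Sham WT rats was sequenced, with all CBDL and 6 Sham libraries in batch B1 and 4 Sham libraries in batch B2 of the submitters' labels. The authors deposited 1 table of normalized log2 expression values for 16626 genes by Ensembl identifier. The paper gives the mapping to mRatBN7.2 with Rsubread, and the submitters' processing notes name bcl2fastq 2.18.12, cutadapt 1.15, FastQC 0.11.5, featureCounts, edgeR 3.36.0 and limma 3.50.0. The 2 sources differ on the library kit, an Illumina Stranded mRNA Prep kit in the paper and a stranded total RNA kit in the labels. Which test gave the paper's p-values, and whether the batch entered it, is not given in the sources used here.

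All columns of the table have nearly the same distribution, as after quantile normalization. Such values no longer show differences between libraries in the overall amount of RNA or in total reads. Effects of depth on the lowest values and on noise can remain. The values also pull the extremes of each library to a shared mean and keep no read counts. A method for counts was therefore not used, the total depth per library is unknown, and folds of genes near the lowest values carry more error than their log2 scale shows. The precision of each value is known only from the spread between rats. The median SD of a gene was 0.216 in the CBDL group (log2, n = 6), 0.184 in Sham of batch B1 (n = 6) and 0.159 in Sham of batch B2 (n = 4). No pair of libraries held identical values, and Pearson's r across genes between libraries ranged from 0.922 to 0.986.

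From the deposited log2 values, each gene was compared with limma 3.58.1 in R 4.3.3 by a linear model with terms for CBDL and for batch B2 and empirical Bayes moderation with an intensity trend. P-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The paper's thresholds of a p under 0.05 and a fold change over 1.5 were applied as well. Their p was taken as unadjusted, since the paper names no adjustment. No filter on low values was used. The comparison of CBDL with Sham was also run on simulated data with the gene means, batch differences and spread of this table. In these, 200 of 16626 genes were changed per run and the noise was independent between genes. It recovered 59.6% of genes changed 1.5-fold, 78.0% of those changed 2-fold and 93.6% of those changed 4-fold, and 4.4% of its calls were false. The real table has 4711 calls and libraries that share high levels of a set of genes, so these shares need not hold for its calls. Figures were drawn with matplotlib 3.10.9.

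The mapping of the samples, the comparisons of CBDL with Sham and of the Sham batches, and the alternatives, apart from the added ones named last, were set before the data were examined. Further tests chosen after the values were seen are named as such in the closing section. The genes to be named were those the paper names for the lung transcriptome, the 10 highest and 10 lowest by log2 fold change with a symbol, an adjusted p under 0.05, a mean level at or above the median and no overlap between CBDL and all Sham rats, and members of 26 gene lists. The reference at hand holds no Ensembl identifier, and the paper pairs 1 identifier with a name, so the symbol requirement, the lists and the paper's other genes could not be applied. Of 568 higher and 396 lower genes that met the rest of the rule, the first 2 of each are given by identifier. Alternatives were a model without the batch, batch B1 only, other variance models and weights, a filter on low values, rescaled libraries and leaving out each library. A further 3 were added after the values were seen, CBDL against Sham of batch B2 only, batch B1 only without CBDL library 1, and a fit without 4 libraries that share high levels of a set of genes.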

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

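The tests of depth, of a wrong label and of RNA from another source, and the fits with chosen libraries left out, were chosen after the results they bear on had been seen; the comparisons with other groupings of the rats were set before their results were seen, and the test of the shared gene set on the batch difference after that set had been seen but before its own result. In 27 groups of values examined for a single far value, 4 stood out, where chance gives about 1 in 20 of independent groups. Most of these 4 were CBDL library 1 in measures that depend on each other, so their number cannot be set directly against chance.

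CBDL library 1 stood apart from its group in 3 measures. Its mean correlation with the other CBDL libraries was 0.9462 against 0.9698 to 0.9741, its score on the second principal component, which holds 22.8% of the variance, was 66.5 against -20.4 to 8.9, and its median level of the 50 genes that vary most among Sham libraries of batch B1 was 9.45 on the log2 scale against 2.66 to 4.18. Sham libraries 4, 5 and 11 had medians of 8.90, 6.97 and 7.72 for these genes, and the other Sham libraries of batch B1 2.38 to 4.15. On the axis from Sham of batch B1 (0) to the other CBDL libraries (1), fitted without library 1, that library lay at 0.55. The Sham libraries of batch B1 lay between -0.08 and 0.16, which argues against a Sham library labelled CBDL. The other CBDL libraries, which like those Sham libraries set the axis, lay between 0.93 and 1.09, so library 1 lay between the groups. Lower depth is argued against by the 1708 genes on the lowest 30 values of library 1, within the range of the other CBDL libraries. The genes raised in library 1 can also lower that number, so it is weak evidence. RNA from another tissue or cell type in some biopsies of both groups stays open, since the rise per gene in library 1 had a median correlation across genes of 0.71 with that between Sham libraries of batch B1, but from 0.28 to 0.80 over 9 pairs of them, and the genes have no names here; no biological explanation was tested.

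Sham rats of batch B2 differed from Sham rats of batch B1 in 4656 genes at an adjusted p under 0.05 (limma), a comparison the paper does not report, with 2514 higher and 2142 lower in batch B2. Of 100 splits of the 10 Sham rats into 6 and 4, drawn from 210 possible ones, only the real one, which is 1 of the 100, gave as many genes. The highest of the others gave 648, so chance is argued against, though 1 of 100 is the least this test can give. The gene set shared by CBDL library 1 and Sham libraries 4, 5 and 11 is argued against as the whole cause, since 65.6% of these genes were still called in the same direction without the 4 libraries. A difference in depth stays open. In genes on the lowest 30 values, 0 of the 4 libraries of batch B2 lay outside the range of Sham of batch B1. At their lowest value 3 of them had more genes (18 to 36 in batch B2, 5 to 24 in batch B1). Sham libraries 4, 5 and 11, which share the gene set, had 7, 9 and 5 such genes, and the other Sham libraries of batch B1 had 14 to 24. This number may therefore not follow depth alone. The paper describes the sequenced rats as 1 new surgical series and its Sham rats in general as age-matched, the labels do not say what the batch stands for, and a difference in library preparation and another difference between the rats cannot be told apart here.

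On the second principal component Sham library 16 lay at -16.0, against -35.7 to -32.4 in the other Sham libraries of batch B2. It passed the bound for a far value only narrowly, in a group of 4 libraries.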

How the results depend on the processing

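The fit against Sham of batch B2 only, the fit of batch B1 only without CBDL library 1 and the fit without 4 libraries were added after the values were seen. Of 123 counts of genes under an alternative, both rescalings of the libraries left out, 116 were within 1.5 times of the reported count. Most of the 123 came from fits that leave out 1 of the 16 libraries and so share most data with the main fit. All counts beyond 1.5 times came from other alternatives, so this tally says little about how firm the counts are. Leaving out each of the 16 libraries gave 1846 to 2465 higher and 2112 to 3158 lower genes at an adjusted p under 0.05, 1236 to 1497 and 832 to 1378 at the paper's thresholds, and 3368 to 5087 genes between the Sham batches. Among these fits the largest counts between CBDL and Sham came without CBDL library 1, 2465 higher and 3158 lower. Batch B1 only, with all its libraries, gave 1979 higher and 2231 lower genes, and without CBDL library 1 it gave 2324 and 2894. At the paper's thresholds, the filter at the 25th percentile of the mean level gave 804 higher and 606 lower genes, 1410 in all against 2360. It kept 12469 of 16626 genes, so genes below that level held a larger share of the 2360 than of all genes. The adjusted p in place of the unadjusted one gave 691 lower genes with a fold change over 1.5, a stricter threshold by construction. Against Sham of batch B2 only, where batch and surgery cannot be told apart, 3306 genes were higher and 3997 were lower at an adjusted p under 0.05, and 1982 were lower at the paper's thresholds; Plgf then had a log2 fold change of 1.11 (adjusted p = 0.018), the only one of the alternatives that tested it in which it passed (the filter leaves it out); without single libraries it ranged from 0.13 to 0.45. Without CBDL library 1 and Sham libraries 4, 5 and 11, 1691 genes were lower at an adjusted p under 0.05, in a fit with fewer samples. Shifting each library to the same median and repeating the quantile normalization change almost nothing in values already normalized in that way, so they do not test the scaling. The share of higher genes among those at an adjusted p under 0.05 ranged from 41.9% with the filter to 49.9% without the 4 libraries, against 45.2%. The gene list tests and their alternatives were not run, for want of gene names, nor were DESeq2 and other pseudocounts, which need other units. No paired analysis was possible because neither the labels nor the paper describes a pairing of CBDL with Sham rats. The depth of each library is unknown, so what it limits cannot be stated.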

Differences from the paper's values

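The paper reports 16626 differentially expressed genes and names no threshold for that number. Between CBDL and Sham rats 4711 genes passed an adjusted p under 0.05 from limma here, and 6669 passed an unadjusted p under 0.05. The deposited table holds 16626 genes in all, so the paper's number equals the count of all genes in it. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, and their counts at an adjusted p under 0.05 ran from 3958 to 5916. The paper's other count, 2382 genes at its thresholds, was 2360 here.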

Other observations

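The comparison with Sham of batch B2 only, its overlap with that of batch B1 and the level of the gene with the largest rise were examined after the values had been seen; the comparison within batch B1 and the regroupings of rats were set beforehand.

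The largest rise in the table belonged to a gene outside the rule for named genes, because its mean level is below the median. Its log2 value was 14.6 to 15.8 in the 6 CBDL libraries, each at percentile 99.2 of its library or higher, and 0.10 to 1.36 in the 10 Sham libraries, where 7 had it at the lowest value of the library. It was picked out after its values were seen, and no fold is given, since the Sham values lie at or near the floor.

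The 12 rats of batch B1 were split into 6 and 6 in 100 ways, with the 4 Sham rats of batch B2 and the batch term kept in the model each time. Of these splits only the real one gave as many genes as the 4711 at an adjusted p under 0.05, counted as 1 of 100, and the highest of the others gave 1928. At the paper's thresholds the real grouping gave 2360 and the highest other 1373, again with 1 split of 100 as large. Chance is thus argued against for both, though 462 splits were possible and 1 of 100 is the least this test can give. The split with 1928 genes has 5 of the CBDL rats on one side.

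CBDL rats were compared separately with each batch of Sham rats at the paper's thresholds. Against batch B1 1323 genes were higher and against batch B2 1855, with 1026 in both lists, where independent lists would share 148. Of the lower genes, 987 and 1982, 442 were in both, where independent lists would share 118. Simulated groups with no effect that share the CBDL rats gave 17.8 and 14.4 shared genes on average, from lists of 84.9 to 107.8 genes. Their noise was independent between genes and held no batch difference, so they give no baseline for lists as long as the real ones. With CBDL rats 1, 2 and 3 against batch B1 and 6, 7 and 8 against batch B2, which have no rat in common, the lists held 1124 and 2171 higher genes with 829 in both, where independent lists would share 147, and 776 and 2330 lower genes with 328 in both, where independent lists would share 109. In this split 20 genes passed in opposite directions. The same genes passed with and without the batch in the model in 1887 cases, 473 passed only with it and 662 only without it.

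The paper reports from RT-qPCR, in its other rats, that lung Plgf mRNA did not change after CBDL. In the sequenced lungs the log2 fold change of Plgf was 0.24 with a 95% confidence interval of -0.35 to 0.83 within batch B1, which leaves changes within these bounds open. It ranged from 0.13 without CBDL library 8 to 0.45 without CBDL library 1, with 0.15 without CBDL library 2 and 0.14 without Sham library 5. Between the Sham rats of both batches the log2 difference was -0.87 in batch B2 against batch B1 (standard error 0.31, adjusted p = 0.0452 from limma). The exact permutation test of these 4 and 6 rats gave p = 0.0286 (adjusted p = 0.0857 over 3 comparisons of Plgf), which does not pass after adjustment.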
